A study of Danio rerio with 2 samples. Its data were reported in "Identification of downstream effectors of retinoic acid specifying the zebrafish pancreas by integrative genomics" (2021).

How the data were processed

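Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on zebrafish embryos that had received mRNA for RARaa, a retinoic acid receptor, fused to a myc epitope. Per the labels, embryos were at 10.5 hours post fertilization (hpf), were exposed to retinoic acid (RA) for 1 hour and were fixed with 1.85% paraformaldehyde for 10 minutes. The methods of the study place the addition of RA at the labelled stage and the harvest after the treatment, so the label gives the start of treatment by that account and not the harvest. Chromatin pulled down with an antibody against myc gave 1 ChIP library, and chromatin set aside before the pulldown gave 1 input library. Groups were taken from the antibody label. There were no replicate libraries, so no test between the ChIP and input conditions was made, and the values describe this pair of libraries.

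The authors mapped the reads to the Zv9 build of the zebrafish genome with bowtie2 and called peaks with MACS2 (2.1.1.20160309), with the input as control, an effective genome size of 1400000000 bp and a q-value threshold of 0.05. Per the file headers, tags of 41 bp were extended to 200 bp, at most 1 tag was kept per position and strand in each library, paired-end mode was off, and the larger library was scaled down to the smaller. The deposited pileup is a signal, the number of extended ChIP tags that cover the summit. The deposited −log10 p-values and −log10 q-values come from a Poisson model of that pileup against the local input background, for which the header names windows of 1 kb and 10 kb. The recovered background was never below the genome-wide level, and at 1935 lines above that level it was a whole number of scaled input tags, as a window of the extended tag length of 200 bp gives. The deposited fold enrichment is the ratio of pileup to background. All scores and fold values per peak given here are the authors' own values and were used only to describe, rank and filter peaks within the list. MACS2 was run with summit calling, so an interval with several summits is listed on several lines.

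The limit of 1 tag per position sets a ceiling on the pileup. With tags extended to 200 bp on 2 strands, no summit can exceed 400 tags, so fold enrichment is lowered as the ChIP library nears its ceiling and raised as the input nears its own. Scaling the input down by a factor of 0.767 also means that a site saturated in both libraries is listed with a fold enrichment above 1.

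The local input background of each line was recovered from its pileup and fold enrichment, under a pseudocount of 1 in both terms. This was checked by recomputing every Poisson p-value from pileup and recovered background. The largest relative difference from the deposited −log10 p-value was 0.00427% over 4858 lines. High input background was defined, after the data were examined, as at least 5 times the genome-wide level, or 28.2 tags. Strong peaks were lines with −log10 q above 5. This was the reading, set before the data were examined, of the selection on a height score of 50 described in the study, because the MACS2 score is 10 times −log10 q. Medians are given with 95% intervals from the binomial distribution of ranks, pileups with exact 95% Poisson intervals, and shares with 95% Wilson intervals. Intervals on the fold enrichment of single peaks take the background as fixed. The intervals on pileups and on the fold enrichment of single peaks cover counting error only, since tags without molecular identifiers are not independent molecules. Those on medians, shares and densities treat peak lines or intervals as independent draws, although neighbouring ones are not. The study describes paired-end sequencing, and the list does not show whether 1 or both mates of a fragment were counted as tags. If both were, the pileups count some fragments more than once and the Poisson intervals are too narrow.

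Clustering was tested on distinct intervals. The share with a neighbour within 10 kb, between interval midpoints, was compared with 10000 random placements of the same number of intervals on each chromosome or scaffold, between its first and last interval (one-sided permutation test). The share of strong peaks among intervals with such a neighbour was compared with that among the others by 100000 permutations of the strong label (two-sided permutation test). Both p-values were adjusted together by the Benjamini-Hochberg method. The densities per chromosome used the span from the first to the last line and were not tested, as chromosome lengths of the Zv9 build were not used here. The peaks named in the text were chosen by a rule set before the data were examined. It took the 10 lines with the highest fold enrichment and the 5 clusters, formed by joining neighbours within 10 kb, with the most distinct intervals. Any other peak or cluster is named as chosen after its values were seen.

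Both tests were first run on simulated data. Of 100 simulated lists of 4750 unclustered intervals, 2 were called clustered, and 200 planted pairs gave a permutation p = 0.001. The unclustered lists were spread evenly over the same spans as the random placements. They check the calculation, and cannot show how the test behaves when peaks are unevenly dense. A planted difference of 20 percentage points in the share of strong peaks was recovered as 20.1. The recovered background of 4858 simulated lines was within 0.000423%. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

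Alternatives covered stricter thresholds, distinct intervals, the numbered chromosomes alone, other neighbour distances, other definitions of a strong peak, the pseudocount, removal of lines at high input background, and a correction of pileup and background for the limit of 1 tag per position. The position of peaks relative to genes and the sequence motifs at summits were planned but not analysed here, because a Zv9 genome and annotation were not used here. For the same reason no genes are named beside the peaks.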

Results

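To locate binding sites of RARaa in the genome of zebrafish embryos, chromatin bound by a myc-tagged RARaa was compared with input chromatin. RARaa is a nuclear receptor that binds DNA and responds to RA. The comparison comprised 1 RARaa-myc ChIP library and 1 input library, both from embryos labelled 10.5 hpf and treated with RA for 1 hour. The ChIP library contained 48809259 mapped tags, of which 39480982 were kept after removal of duplicates. The input library contained 54439579 tags, of which 51506879 were kept. As there was 1 library of each kind, no value below carries an error between batches of embryos. Intervals on pileups and on the fold enrichment of single peaks reflect counting error of tags only. Intervals on medians, shares and densities treat peak lines or intervals as independent draws.

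Comparison of the ChIP and input libraries gave 4858 peak lines at the q-value threshold of 0.05 used by the authors. These lines corresponded to 4750 distinct intervals, as 91 intervals contained more than 1 summit and together accounted for 199 lines. The intervals were short, with a median of 257 bp over the lines and a range from 200 to 1980 bp. A total of 4644 lines were located on chromosomes 1 to 25 of Zv9, and the other 214 lines were found on 122 unplaced sequences. The number of peaks changed most when a fold enrichment of at least 4 was required, which left 2111 lines.

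To identify the peaks with the strongest statistical support, lines with −log10 q above 5 were selected. This criterion retained 2875 lines, or 59.2% of the list (95% Wilson interval 57.8 to 60.6%), in 2833 distinct intervals. The strong share was 60.2% on the numbered chromosomes (58.8 to 61.6%) and 37.4% on the unplaced sequences (31.2 to 44.0%). The number of strong peaks depended on how peak height was read. A whole-number score above 50, a reading chosen after the data were seen, gave 2848 lines. A pileup above 50 tags was reached by 1113 lines, of which 975 also had −log10 q above 5 and 157 had a fold enrichment below 2.

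The fold enrichment over input had a median of 3.69 over all lines (95% interval 3.64 to 3.76) and ranged from 1.22 to 28.7. The median was 4.90 for the strong lines (4.80 to 4.97) and 2.89 for the other lines (2.86 to 2.92). Without a pseudocount the median over all lines was 4.08. A fold enrichment of at least 10 was reached by 324 lines and of at least 20 by 30 lines, while 186 lines were below 2. The median pileup was 32 tags, for which the counting interval of a single peak spans 21.9 to 45.2 tags. The lowest pileup in the list was 16 tags (9.15 to 25.98).

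The input background implied by each line was compared with the genome-wide level of 5.64 tags. Its median was 6.90 tags, and 816 lines (16.8%) were within 0.001 of the genome-wide level. On the unplaced sequences the median background was 9.20 tags (7.67 to 10.7), above the 6.90 tags of the numbered chromosomes. A background of at least 5 times the genome-wide level was found at 189 lines. These lines had a median pileup of 132 tags and a median fold enrichment of 1.68 (1.62 to 1.74), and none exceeded 3.15. Among them, 76 lines passed the criterion for strong peaks. The remaining 4669 lines had a median pileup of 31 tags and a median fold enrichment of 3.77 (3.73 to 3.84). The highest pileups were therefore found where the input was also high. The contrast in fold enrichment was in part set by the q-value threshold, which low values pass only at high background. At the genome-wide background, the lowest listed pileup of 16 tags already gave a fold enrichment of 2.56. In the 19 lines within 5% of the ceiling of 400 tags, fold enrichment ranged from 1.29 to 1.33 and none was strong.

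**Figure D1:**
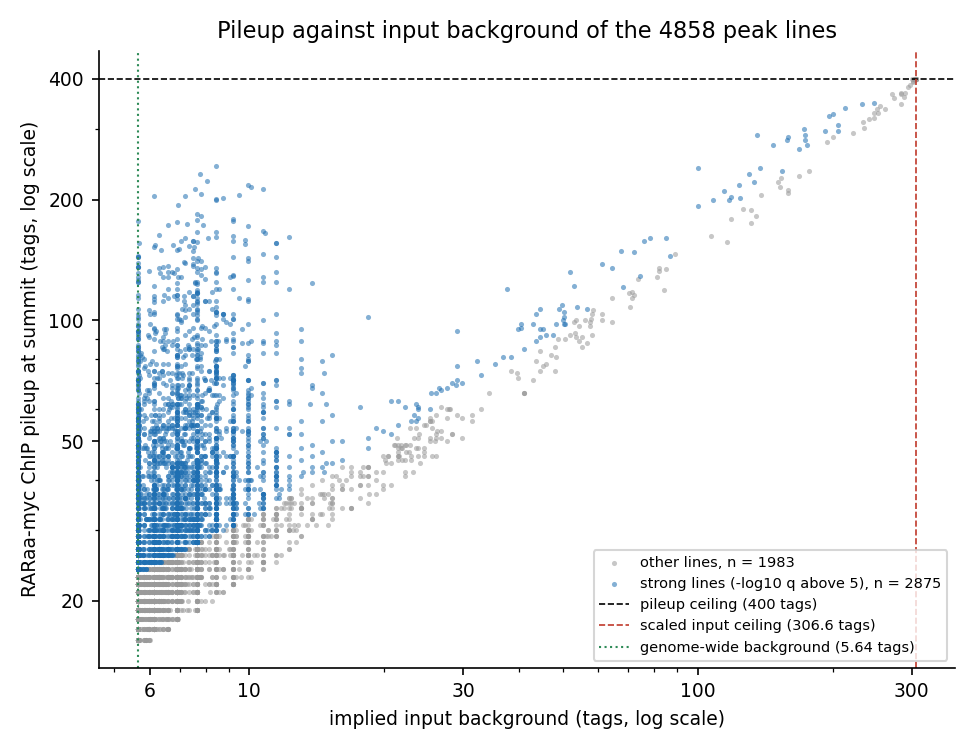
RARaa-myc ChIP pileup at the summit (tags, log scale) against implied input background (tags, log scale) for each of the 4858 peak lines, with 2875 strong lines in blue and 1983 other lines in grey. Lines at low background reach at most 242 tags, and lines at high background follow a narrow band up to the ceilings of 400 tags for the ChIP and 306.6 tags for the scaled input.

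The 10 lines with the highest fold enrichment all had a low input background, between 5.64 and 8.43 tags. The highest value, 28.7 (24.95 to 32.9), was found on chromosome 11 from 39089100 to 39089547, with a pileup of 204 tags (177 to 234). It was followed by an interval on chromosome 19 from 22018983 to 22019396, with a fold enrichment of 26.8 (23.02 to 31.0). Chromosome 3 contained 2 of these peaks, from 24336168 to 24336733 with a fold enrichment of 26.5 (23.2 to 30.1) and from 24218074 to 24219017 with 24.6 (21.5 to 28.1). On chromosome 12, the interval from 28766787 to 28767289 had a fold enrichment of 25.8 (22.6 to 29.2) and the highest −log10 q of the list, 246.5, and the interval from 36734472 to 36734910 had 23.5 (20.4 to 26.9). A further 2 peaks were located close together on chromosome 7, from 26446654 to 26447183 with a fold enrichment of 24.98 (21.7 to 28.6) and from 26450962 to 26451462 with 24.6 (21.3 to 28.3). The last peaks were found on chromosome 22 from 17210224 to 17210695, with 24.96 (21.7 to 28.5), and on chromosome 16 from 7539987 to 7540372, with 23.5 (19.96 to 27.4). The counting intervals of all 10 peaks overlapped, so their order was not resolved at this depth. Their pileups were between 156 and 242 tags, or 39.0 to 60.5% of the ceiling, and a correction for the limit of 1 tag per position raised their fold enrichment to between 29.5 and 39.8.

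Peaks were found on each of the 25 chromosomes. The density of lines over the covered span was highest on chromosome 4, with 276 lines at 4.49 per Mb (95% Poisson interval 3.98 to 5.05), and lowest on chromosome 14, with 139 lines at 2.62 per Mb (2.20 to 3.10). The interval of chromosome 4 overlapped that of chromosome 11, which had 4.16 lines per Mb (3.59 to 4.79). Chromosome 4 held 5.94% of the lines on numbered chromosomes and 4.83% of the strong lines. For strong lines, the highest density was found on chromosome 11, with 2.71 per Mb.

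**Figure D2:**
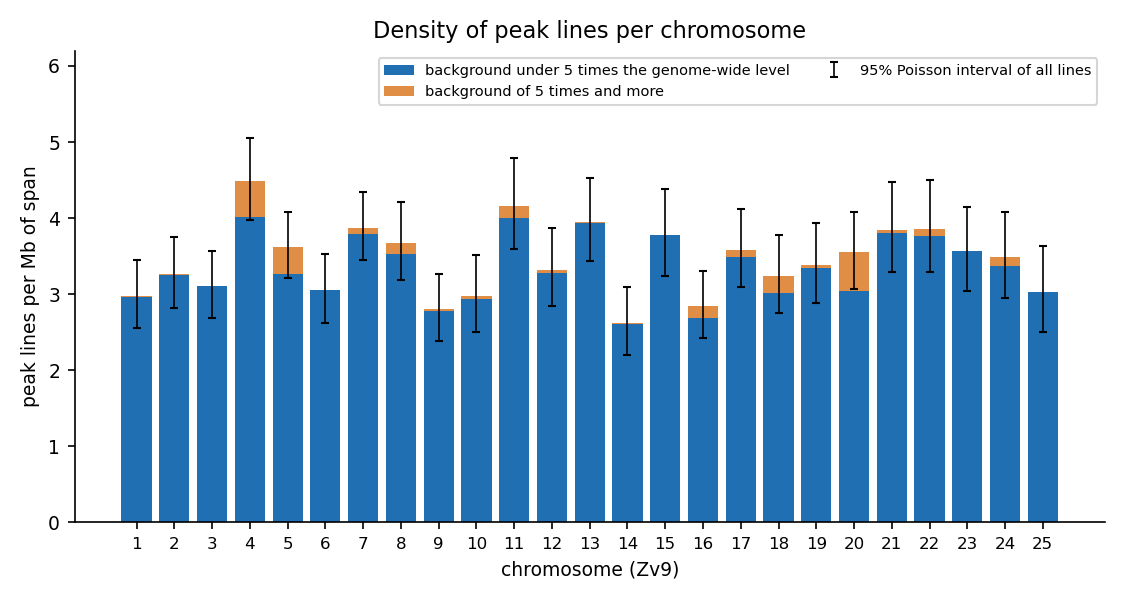
Peak lines per Mb of covered span on chromosomes 1 to 25 (Zv9), with lines at an input background of at least 5 times the genome-wide level stacked in orange and 95% Poisson intervals of all lines as bars. Chromosome 4 has the highest density (4.49 per Mb) and chromosome 14 the lowest (2.62 per Mb).

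To determine whether the peaks were clustered, distances between neighbouring intervals were compared with random placements. A neighbour within 10 kb was found for 944 of 4750 intervals (19.9%). Random placements gave 8.03% on average and 10.1% at most, so the observed share was 2.48 times the random one (one-sided permutation test, p = 0.0001, the smallest that 10000 placements can give; adjusted p = 0.0001). The ratio was highest for strong peaks alone, at 4.37, and lowest for neighbours within 50 kb, at 1.48. The sizes of these ratios are not directly comparable, because the random share changes with the number of intervals and the distance. For strong peaks the observed share was 20.3%, close to that of all intervals, while the random share was 4.64%. For neighbours within 50 kb the random share was 29.8%. When each interval was instead moved at random within 500 kb, a test chosen after seeing the data, the ratio was 1.85 (permutation test, p = 0.001, the smallest that 1000 draws can give).

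**Figure D3:**
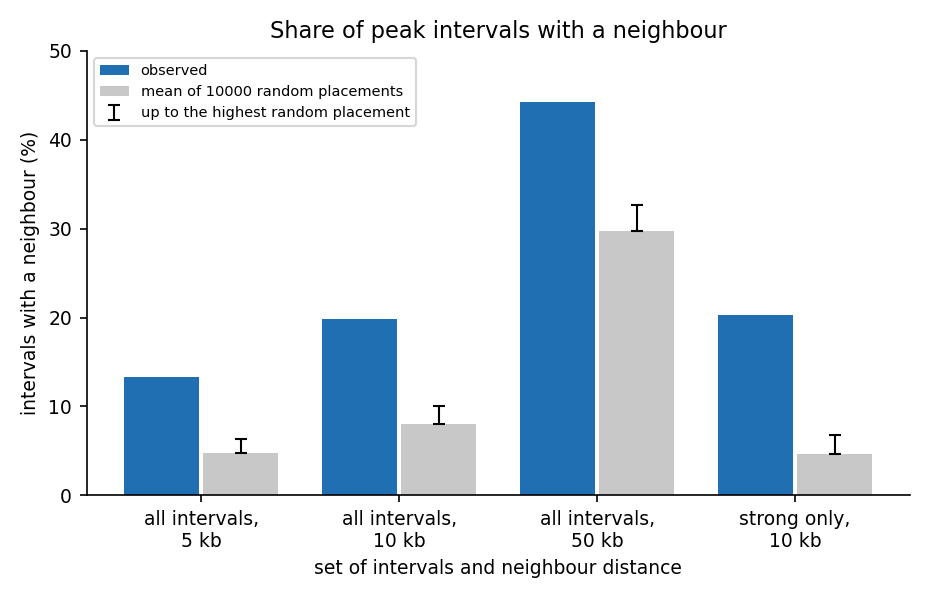
Share of distinct intervals with a neighbour (%) at distances of 5, 10 and 50 kb, and for strong intervals at 10 kb. Blue bars show the observed share, grey bars the mean of 10000 random placements, and the error bars extend to the highest placement, which stays below the observed share in each case.

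The intervals with a neighbour formed 364 clusters, of which 274 were pairs. The 5 clusters with the most intervals were found on chromosome 20 from 55773969 to 55792084 (13 intervals), on chromosome 5 from 1187246 to 1203900 (13 intervals), on an unplaced scaffold from 16889 to 62437 (13 intervals), and on chromosome 4 from 28001875 to 28017207 (12 intervals) and from 28178743 to 28195652 (11 intervals). Their median input background was between 22.4 and 183 tags, or 3.97 to 32.5 times the genome-wide level. No interval in these 5 clusters had a fold enrichment above 2.51. In contrast, a cluster on chromosome 7 from 26429644 to 26451462, named here after its values were seen, contained 8 intervals at a median background of 6.91 tags. It included 2 of the 10 peaks with the highest fold enrichment, and 5 of its intervals were strong.

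**Figure D4:**
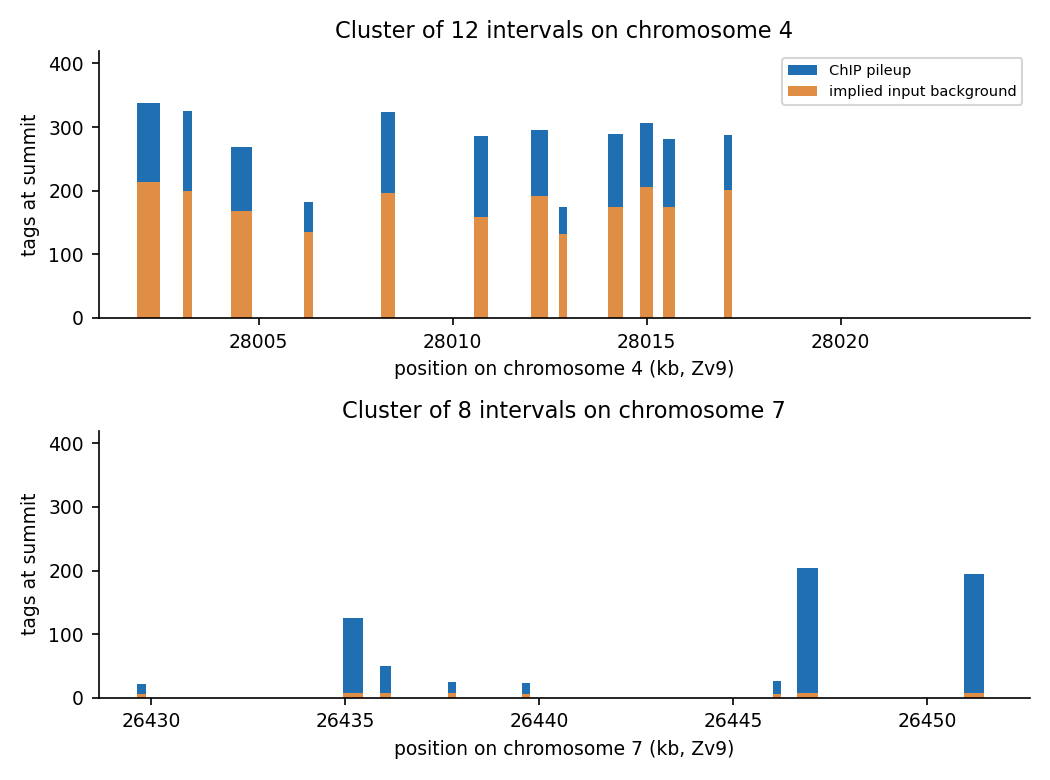
ChIP pileup (blue) and implied input background (orange, drawn in front from the same baseline), in tags at the summit, of the distinct intervals in a cluster on chromosome 4 (12 intervals) and a cluster on chromosome 7 (8 intervals), against position in kb (Zv9). The median background is 183 tags in the chromosome 4 cluster and 6.91 tags in the chromosome 7 cluster.

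Strong peaks were more frequent among intervals with a neighbour within 10 kb. Of 944 such intervals, 668 were strong (70.8%, 95% Wilson interval 67.8 to 73.6%), compared with 2165 of the other 3806 (56.9%, 55.3 to 58.4%). The difference of 13.9 percentage points was larger than in any of 100000 permutations of the strong label (two-sided permutation test, p = 1e-05, the smallest they can give; adjusted p = 2e-05). It was largest, at 25.5 percentage points, when strong peaks were defined by a pileup above 50 tags. All 189 lines at high input background pass this pileup rule. Leaving out intervals at high input background lowered the clustered intervals from 944 to 821 and the others from 3806 to 3771. The larger value of 25.5 may therefore come in part from such intervals. As neighbouring intervals are not independent, each cluster was also counted once, an alternative chosen after seeing the data, and the difference was then 16.02 percentage points (p = 0.0001, the smallest that 10000 permutations can give).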

Values the study reported

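The study stated that chromatin was prepared at 11.5 hpf. The study reported 4858 RAR peaks from the comparison of the Myc-RAR ChIP with the input. It selected 2848 of them as robust binding sites, using a height score above 50.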

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

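All tests in this part were chosen only after the result was seen. The share of tags removed as duplicates was not itself compared above, although the tags that were kept set the scaling of the input and the genome-wide background. This share differed between the libraries. Duplicate removal took 19.1% of the ChIP tags, above the 5.39% taken from the input, although the input was sequenced more deeply. Tags falling evenly over the genome would coincide by chance in 0.867% of the ChIP tags, which is far too few to account for the removal. Repeated sequence present in both libraries would have affected the deeper input at least as much, and the input value of 5.39% argues against it as the main source. Stacking of tags at enriched sites was estimated from the pileup and the limit of 1 tag per position in the 4592 intervals below high input background. Tags lost there came to 0.0604% of the ChIP tags, if tags fell evenly over the positions around a summit. Evenly spread enrichment at these intervals is therefore too small a source. The kept tags cannot show how often a preferred position was hit, so stacking of that kind is not excluded. The 158 intervals with a line at high input background were not part of this estimate. Of the 189 lines at high input background, 19 were within 5% of the ceiling, where the loss cannot be recovered from the pileup. The median pileup of the 189 lines was 132 tags, well below the ceiling of 400 tags, but their loss was not estimated. The input value argues only against stacking of equal extent in both libraries, so ChIP stacking beyond that stays open at these intervals. Amplification of a smaller number of starting molecules after the pulldown may account for the rest. Amplification cannot be told apart here from ChIP stacking beyond that of the input at high input background, or from stacking at preferred positions elsewhere. The positions of the 9328277 removed ChIP tags are not part of the list. No replicate library was analysed here to show whether the share is typical of this pulldown.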

How the results depend on the processing

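The alternatives that leave out lines at high input background, correct for the limit of 1 tag per position, merge intervals, move them within 500 kb, count each cluster once, leave out intervals with a neighbour within 1 kb or use the whole-number score were chosen only after the result was seen, as were all alternatives for the 10 named peaks and the 5 named clusters. The other alternatives were chosen before the data were examined.

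Neither the clustering ratio nor the difference in the share of strong peaks reversed its direction. The other results are counts, medians and shares, which have no direction to reverse. The number of peaks stayed within 1.5 times of 4858 except for the 2111 lines with a fold enrichment of at least 4. The number of strong peaks was 1113 with a pileup above 50 tags and 1771 with −log10 q above 10, against 2875. A whole-number score above 50 gave 2848, the same number as the robust sites the study selected. Stricter thresholds lower these counts by construction, whereas the pileup rule also selects other lines, as 975 lines passed both it and the main rule. The median fold enrichment of 3.69 moved to 4.90 in strong peaks, to 4.08 without the pseudocount, to 3.77 without lines at high input background, and to 3.80 after correction for the limit of 1 tag per position. Selection on q-value and the removal of a term from the ratio raise it by construction. The share of lines on chromosome 4 was 5.94% and moved to 4.83% in strong peaks. The cause was not tested for this last value here and is taken up under the other observations.

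The clustering ratio ranged from 1.48 to 4.37 over 7 alternatives, and each passed its permutation test. The difference in the share of strong peaks ranged from 12.5 to 25.5 percentage points over 6 alternatives, and each passed as well. The median background was 6.90 tags in strong peaks and on the numbered chromosomes as well. Of the 10 peaks with the highest fold enrichment, 8 were also among the 10 highest by −log10 q. The 5 clusters with the most intervals depended on the setting. Of them, 3 were still among the first 5 at 5 kb, 1 at 50 kb and 1 when intervals at high input background were left out.

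No paired analysis was possible because there was 1 ChIP library and 1 input library. For the same reason no replicate could be left out. Single peaks near the threshold rest on few tags, such as the lowest pileup of 16 tags (9.15 to 25.98), which limits any ranking among them. The location of peaks relative to genes and the DR5 motif at summits, with all of their alternatives, were not run because a Zv9 genome and annotation were not used here.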

Other observations

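The tests on the pileup ceiling, on the clusters with the most intervals and on the share of strong lines per chromosome were chosen only after the result was seen.

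The lines with the highest pileup had low fold enrichment. If both libraries reach the limit of 1 tag per position and the input is then scaled down, the fold enrichment should be 1.304 whatever the true occupancy. The 19 lines within 5% of the ceiling had a median of 1.304, which is consistent with saturation of both libraries. Such lines may carry no information on RARaa binding, and a selection on pileup would rank them first. None of the 10 lines with the highest pileup was among the 10 with the highest fold enrichment. No biological explanation was tested.

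The 5 clusters with the most intervals had low fold enrichment. Each had a median background of at least 3.97 times the genome-wide level, which is consistent with sequence that draws many tags in both libraries, such as repeats collapsed in the assembly. Of the 26 clusters with at least 5 intervals, 14 had no interval with a fold enrichment of 3 or more, and their median background was at least 13.0 tags. The other 12 each contained an interval with a fold enrichment of at least 9.01 and had a median background of at most 9.20 tags. These clusters thus fell into separate kinds, and those at low background may be the ones to examine for RARaa binding. This split was noticed in the data and was not tested further.

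Intervals lay closer together than random placements, and technical sources were tested for this. Leaving out intervals at high input background left a ratio of 2.44, merging intervals within 1 kb left 2.28, and moving intervals within 500 kb left 1.85, all above the random placements. None of these sources accounts for the whole pattern alone. With all of them applied together the ratio was 1.75 (permutation test, p = 0.001, the smallest that 1000 draws can give). Several RARaa sites near the same gene may contribute, as a hypothesis that was not tested here without an annotation. Uneven mappability below 500 kb also stays open.

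Strong peaks were more frequent among clustered intervals. Leaving out intervals at high input background raised the difference to 17.6 percentage points, so these intervals are not its source. Leaving out intervals with a neighbour within 1 kb gave 16.7 percentage points, which argues against wide strong regions split into several intervals. Without intervals at high background, the median fold enrichment was 4.55 for the 821 clustered intervals and 3.67 for the 3771 others. Local differences in how accessible the chromatin is stay open, and no biological explanation was tested.

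Chromosome 4 had the highest density of lines, but its lead over chromosome 11 was within counting error. Without lines at 5 times the genome-wide background the lead was 0.0139 lines per Mb, and without lines at 2 times that level chromosome 4 ranked 7 of 25. Whether lines at high input background explain its lead over chromosome 11 cannot be told apart from counting error at these numbers. Its density of 4.49 lines per Mb (3.98 to 5.05) was above the median of the 25 chromosomes, 3.49 per Mb. Without lines at 2 times the genome-wide background it fell to 3.56 per Mb, against 3.75 on chromosome 11, then the densest. This drop was not tested.

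Chromosome 4 also had the lowest share of strong lines, 48.9% (43.1 to 54.8%) against 60.2% over all numbered chromosomes. When the strong labels were shuffled over the lines 10000 times, a chromosome deviated as far with a permutation p = 0.0015. Without lines at 2 or more times the genome-wide background the share was 50.7% against 62.0% (permutation p = 0.0097). Raised input background as recorded in the list therefore does not account for the low share. Both shuffles treat lines as independent, although neighbouring intervals and lines of the same interval are not. The p-values may be too small, so chance differences between 25 chromosomes are not excluded. Mappability of this chromosome in Zv9 was not tested, and no biological explanation was tested.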
